# Gene expression profiling discerns molecular pathways elicited by ligand signaling to enhance the specification of embryonic stem cells into skeletal muscle lineage

**DOI:** 10.1186/s13578-017-0150-x

**Published:** 2017-05-02

**Authors:** Katherine Dixon, Jihong Chen, Qiao Li

**Keywords:** Gene regulation, Ligand, Nuclear receptors, Rexinoid, Skeletal myogenesis, Stem cell, Differentiation

## Abstract

Regulation of lineage specification and differentiation in embryonic stem (ES) cells can be achieved through the activation of endogenous signaling, an avenue for potential application in regenerative medicine. During vertebrate development, retinoic acid (RA) plays an important role in body axis elongation and mesoderm segmentation in that graded exposure to RA provides cells with positional identity and directs commitment to specific tissue lineages. Nevertheless, bexarotene, a clinically approved rexinoid, enhances the specification and differentiation of ES cells into skeletal myocytes more effectively than RA. Thus profiling the transcriptomes of ES cells differentiated with bexarotene or RA permits the identification of different genetic targets and signaling pathways that may contribute to the difference of bexarotene and RA in efficiency of myogenesis. Interestingly, bexarotene induces the early expression of a myogenic progenitor marker, *Meox1*, while the expression of many RA targets is also enhanced by bexarotene. Several signaling molecules involved in the progression of myogenic specification and commitment are differentially regulated by bexarotene and RA, suggesting that early targets of rexinoid allow the coordinated regulation of molecular events which leads to efficient myogenic differentiation in ES cells.

## Background

During vertebrate embryogenesis, the progression of skeletal myogenesis is regulated by coordinated signaling pathways that induce the sequential expression of a range of key developmental transcription factors. Retinoic acid (RA), a derivate of vitamin A, is a morphogen that plays many important roles in vertebrate embryonic development [1, 2]. Prior to the specification of skeletal muscle lineage, anterior–posterior elongation of the body axis and accompanying segmentation of paraxial mesoderm are partly regulated by opposing gradients of RA and fibroblast growth factor (Fig. 1) [3]. At this stage of development, RA is synthesized in somitic mesoderm and diffuses towards each end of the embryo along the anterior–posterior axis, exerting spatial and temporal regulation of target genes [4]. In vitro, low concentrations of exogenous RA promote the differentiation of pluripotent stem cells into skeletal myocytes [5, 6]. While the generation of skeletal myocytes from pluripotent stem cells has beneficial applications in regenerative medicine, the efficiency of myogenic differentiation in RA-treated stem cells is relatively low and alternative approaches are therefore desirable [7–9]. Interestingly, bexarotene, a rexinoid used clinically as a treatment for cutaneous T-cell lymphoma, has the potential to be used as an alternative and more effective enhancer than RA during the in vitro differentiation of ES cells into skeletal myocytes [10, 11]. However, the differential effects of bexarotene and RA on genetic targets and transcriptional programs, especially those pertaining to skeletal myogenesis need to be understood and are therefore the focus of this article.

**Fig. 1:**
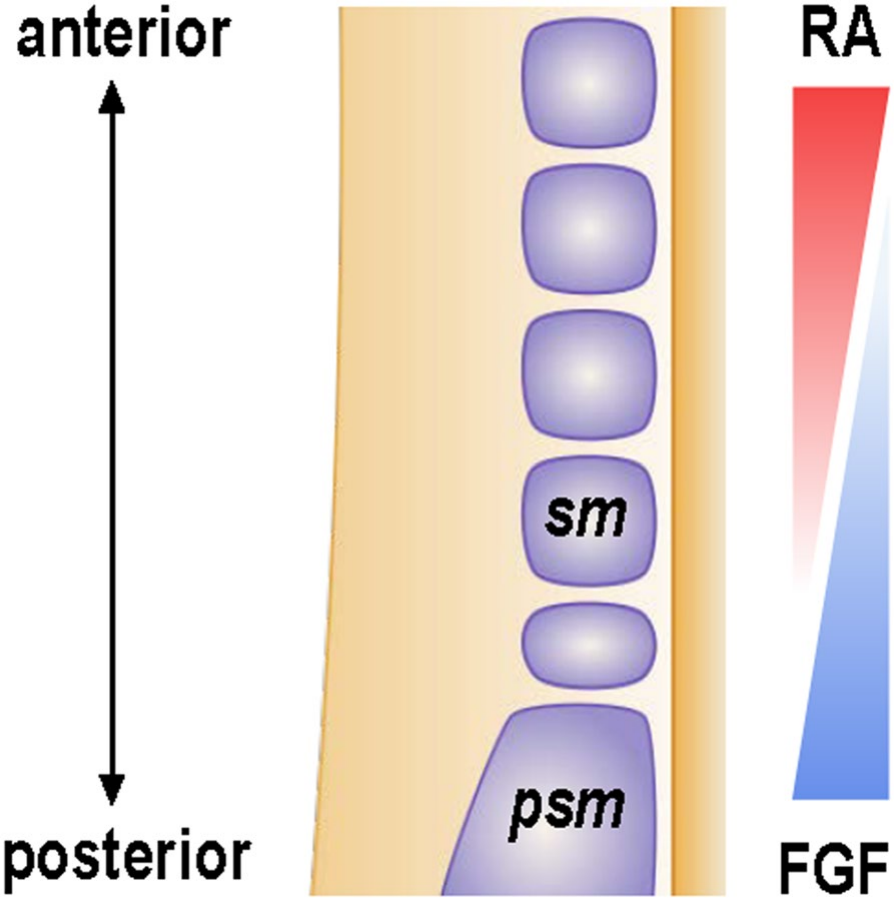
Schematic representation of RA and fibroblast growth factor (FGF) gradients in vertebrate embryos undergoing somitogenesis

## Regulation of myogenic specification

The commitment and development of skeletal muscle lineage depends on the expression of the myogenic regulatory factors (MRFs), including Myf5, MyoD, myogenin and MRF4, a group of highly conserved basic helix-loop-helix (bHLH) transcription factors. Myf5 and MyoD are independently sufficient to induce myogenesis in non-muscle cell types such as fibroblasts [12, 13], and mice lacking both *Myf5* and *MyoD* completely lack skeletal muscle [14].

Myogenin and MRF4 are genetically downstream of Myf5 and MyoD. While myogenin is required for terminal differentiation of myoblasts into myotubes, loss of MRF4 results in only minor impairment in myotube formation [15, 16]. During embryonic development, the induction of *Myf5* and *MyoD* and the specification of myogenic progenitors in the dorsal somite, known as the dermomyotome, require coordination of signaling pathways activated by molecules secreted from adjacent tissues. In particular, sonic hedgehog (Shh) from the notochord, Wnts from the dorsal neural tube and surface ectoderm, and bone morphogenic proteins (BMPs) from the overlying ectoderm result in the downregulation of somitic marker Pax3 and the expression of MRFs [17, 18].

Upstream of Myf5 and MyoD, the expression of homeobox transcription factors Pax3 and Meox1 commences early during somite development and becomes restricted to the dorsal somite during specification of the dermomyotome [19, 20]. While Pax3 is both necessary and sufficient to induce skeletal myogenesis, Meox1 is required for *Pax3* expression and subsequent myogenic differentiation [21–23].

## Roles of nuclear receptors in cellular function

The retinoid acid receptors (RARs), namely RARα, RARβ and RARγ, belong to the family of class II nuclear receptors, which bind to DNA constitutively as heterodimers with the retinoid X receptors (RXRs). Unliganded RAR–RXR heterodimers bound to RA response elements (RAREs) associate with corepressor protein complexes and prevent transcription at target promoters [24]. To activate transcription of a RA target gene, binding of RA to RAR produces a conformational change in the structure of RAR that allows dissociation of the corepressor complex and recruitment of a coactivator complex [25]. Within the RAR–RXR heterodimer, activation of RXR alone is non-permissive since it is not generally sufficient to induce gene expression [26, 27]. However, RAR–RXR heterodimers bound by ligands for both receptors may allow enhanced expression of their targets, demonstrating synergistic activation potential between RAR and RXR [28].

There are three subtypes of RXR, namely RXRα, RXRβ and RXRγ and a remarkable feature of these RXRs is that they bind to their DNA motifs constitutively as homodimers, or as heterodimers with many other nuclear receptors [29–31]. Consequently, the roles of RXRs in target gene transcription is affected by the type of dimerization and the number of spacer nucleotides between the two direct repeats of canonical DNA binding site (Fig. 2) [32, 33]. Nonetheless, the association of RXR with nuclear receptor partners can change during cellular differentiation [34, 35]. Interestingly, pluripotent embryonal carcinoma (EC) cells containing a dominant negative RARα that blocks the DNA binding capacity of the receptor [36, 37], are not able to commit to the skeletal muscle lineage but can undergo neuronal differentiation following RA induction [38, 39]. However, RXR, but not RAR, is essential for the differentiation of skeletal myoblasts [40]. Moreover, knockdown of RXRα attenuates rexinoid-promoted myoblast differentiation and fusion [41]. Although the precise role of RXR in myogenic differentiation remains to be determined, advances in next generation sequencing have allowed the mapping of RXRα binding sites genome-wide in other cellular systems [34, 42, 43].

**Fig. 2:**
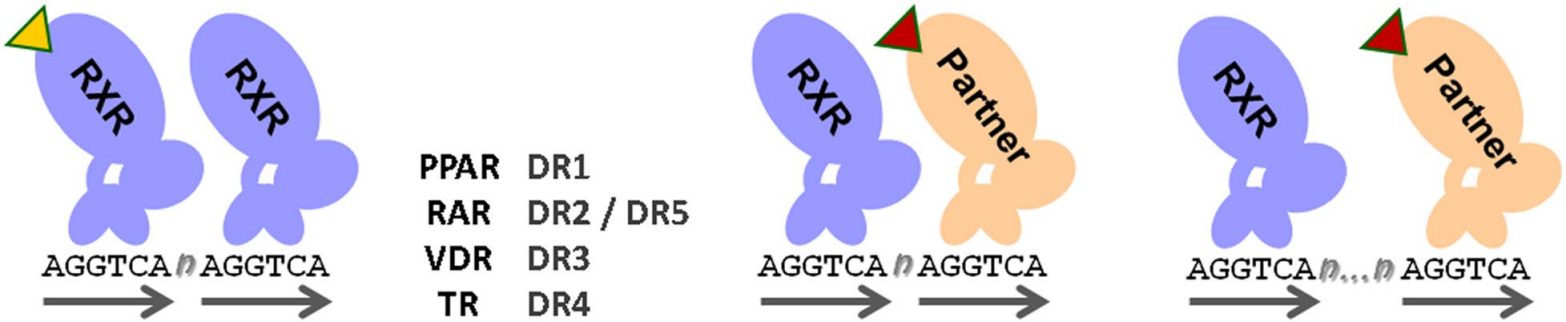
Schematic representation of the dimerization of RXR with nuclear receptor partners, such as the peroxisome proliferator-activated receptor (PPAR), RAR, the vitamin D receptor (VDR), and the thyroid hormone receptor (TR), and the number of spacer nucleotides between the two direct repeats of canonical DNA binding sites (DRn)

## Bexarotene promotes myogenic differentiation of ES cells following mesoderm specification

Early studies found that the differentiation of pluripotent cells in vitro can be directed towards skeletal myogenesis using low concentrations of RA [5, 6]. However, treating embryonic stem (ES) cells during embryoid body (EB) formation with bexarotene leads to an increase in the rate of myogenic differentiation over treatment with RA, from approximately 3–16% [10]. 

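RNA from 4 cultures of mouse cells was profiled, with 1 array for each condition: undifferentiated ES cells, and embryoid bodies (EBs) at day 7 that were left untreated, treated with RA or treated with bexarotene. EBs are aggregates in which ES cells begin to form derivatives of the germ layers, and here they were kept for 2 days as hanging drops and 5 days in suspension. Bexarotene, a synthetic agonist of RXR, was given at 50 nM. RA, the natural ligand of RAR, was given at 10 nM according to the article and at 5 µM according to the sample labels, so the doses of the 2 ligands differ by either account. Each array reported 35556 probe sets as log2 signal already normalized by the authors, by RMA according to the article and by GC-RMA according to the submitters' processing notes. The median signal was 6.66 in ES cells, 6.68 in untreated EBs, 6.69 with RA and 6.68 with bexarotene. A single gene symbol is given for 21789 probe sets, which stand for 19938 genes. Differences are those between 2 arrays on the log2 scale, and the threshold of 1.5-fold, 0.585 on that scale, is the one the article uses. With 1 array per condition there is no replicate, so no p-value is given and a gene past the threshold is a difference between 2 arrays, not a tested effect. As a yardstick, the robust SD of the difference between the bexarotene and RA arrays was taken over genes of similar signal. It ranged from 0.0730 to 0.139. It comes from the most alike pair of arrays, so it describes that pair and sets no bound on the spread between other arrays or between cultures. Gene lists for cell types and pathways were fixed before the data were examined, and the percentiles given for list medians are those among 10000 random lists matched on signal, as a description of these arrays. Several lists hold genes that the article discusses from these same arrays, so their members are not independent of it. The clearest contrast was with ES cells, from which untreated EBs were past 1.5-fold for 3952 genes. Of 24 pluripotency genes, 21 were past 1.5-fold lower in untreated EBs than in ES cells, with a median log2 difference of -2.61. Of 13 definitive endoderm genes 11, and of 27 forebrain and midbrain genes 17, were past 1.5-fold higher. In counts of list members, higher and lower mean past 1.5-fold, except where genes are counted by sign.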

To identify genes that are preferentially targeted by bexarotene compared to RA during the differentiation of ES cells into skeletal myocytes, gene expression profiles have been generated using Affymetrix microarrays (GSE94779). While bexarotene and RA regulate similar genetic pathways, the expression of certain stage-specific transcription factors is preferentially enhanced in bexarotene-treated ES cells. Thus, bexarotene may promote skeletal myogenesis in ES cells through early expression of transcription factors and signaling molecules that are generally required for myogenic specification in the embryonic somite.

Specifically, 1,038 probe sets for 924 genes exhibit expression greater than ±1.5-fold in bexarotene-treated EBs relative to untreated EB control (Fig. 3a). 

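In the deposited values, 1726 probe sets were past 1.5-fold between bexarotene-treated and untreated EBs, 779 of them higher and 947 lower. Of these, 887 carry a gene symbol, and those with a single symbol stand for 741 genes. The bexarotene and untreated arrays remained alike as a whole, with a Pearson correlation of 0.991 across named probe sets, which are not independent replicates. Over all named probe sets, the Euclidean distance of the bexarotene array was 41.6 from the untreated array, 21.1 from the RA array and 92.8 from the ES cell array. Genes of general cell maintenance differed little. None of 14 housekeeping genes, 19 cell cycle genes or 19 genes of hypoxia and glycolysis was past 1.5-fold with bexarotene. Of 17 stress and immediate early genes, Fosb, Fos and Egr1 were lower, by 2.12-fold, 2.08-fold and 1.76-fold. The count of probe sets depends on which are kept: 866 remain when those below the median signal of both arrays are left out, and 468 at a threshold of 2-fold.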

Among the bexarotene responsive genes, 380 genes are upregulated while 544 genes are downregulated. 

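Relative to untreated EBs, 304 genes were higher and 437 lower with bexarotene. The highest gene was Hoxb2, 11.3-fold higher, followed by Hoxb1 (10.6-fold) and Hoxa2 (8.53-fold), which pattern the hindbrain. The glycine receptor subunit Glra1 was 7.84-fold higher, the endothelin receptor Ednrb 7.48-fold, the neural progenitor fatty acid binding protein Fabp7 6.29-fold and the acetylcholine receptor subunit Chrna3 5.22-fold. Neurod4 and Nhlh1, transcription factors of newly formed neurons, were 6.36-fold and 6.15-fold higher. The lowest gene was Cer1, a secreted antagonist of Nodal, BMP and Wnt made by anterior endoderm, at 15.8-fold lower. Hesx1, a homeobox gene of the anterior forebrain, was 11.8-fold lower, and the forkhead genes Foxd4 and Foxa1 were 8.77-fold and 5.84-fold lower. H60b, Irs4, Car3, Ermn, Dmrta1 and Sim2 completed the 10 largest lower values, between 5.93-fold and 8.12-fold. Each of these 10 genes was also past 1.5-fold lower in ES cells than in untreated EBs, Cer1 by 20.3-fold.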

Functional annotations using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and gene ontology (GO) [44, 45] reveal that 21% of bexarotene responsive genes are involved in the regulation of transcription, the highest populated GO category identified (Fig. 3b). 

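The article's categories were not recomputed here. Members of developmental transcription factor families, chosen by their symbols before the data were examined, were counted in their place. Of the 19938 genes measured, 298 (1.49%) belong to these families, and of the 741 genes past 1.5-fold with bexarotene, 68 (9.18%) do. Among the family members that were higher were Hox genes of paralog groups 1 to 5, the Pax genes Pax3, Pax6, Pax7 and Pax8, the Ebf genes Ebf1, Ebf2 and Ebf3, and Meis1 and Meis2, which encode partners of Hox proteins. Among those that were lower were Otx1, Otx2, Six3, Rax, Lhx2 and Lhx5 of the anterior brain, Foxa1 and Foxa2 of endoderm and floor plate, and Gsc, Eomes and Mixl1 of the primitive streak.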

Among others, associations with pattern specification and neuron differentiation are also found. 

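Neural genes divided by position along the body axis. Of 27 genes of forebrain and midbrain progenitors, 15 were past 1.5-fold lower with bexarotene and 2 were higher, with a median log2 difference of -0.82 that lay below all the matched random lists. Six3 and Fezf2, which specify the forebrain, were 5.82-fold and 4.85-fold lower, and Otx1 had a log2 difference of -2.11. Of 25 genes of hindbrain and spinal cord progenitors, 10 were higher and 3 lower, with a median of 0.50. Dbx1, a homeobox gene of spinal interneuron progenitors, was 3.06-fold higher, whereas Nkx2-9, a gene of the ventral neural tube, was 3.03-fold lower. Hox genes of paralog groups 1 to 5 had 8 of 14 members higher and none lower, while none of 23 genes of groups 6 to 13 was past 1.5-fold, with a median of 0.08. Of 37 genes of neurogenesis and neurons, 20 were past 1.5-fold higher and none past it lower, with a median of 0.73. The higher genes included Dcx, a microtubule protein of migrating neurons, at 4.63-fold and the neurofilament gene Nefm at 3.82-fold.

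**Figure D1:**
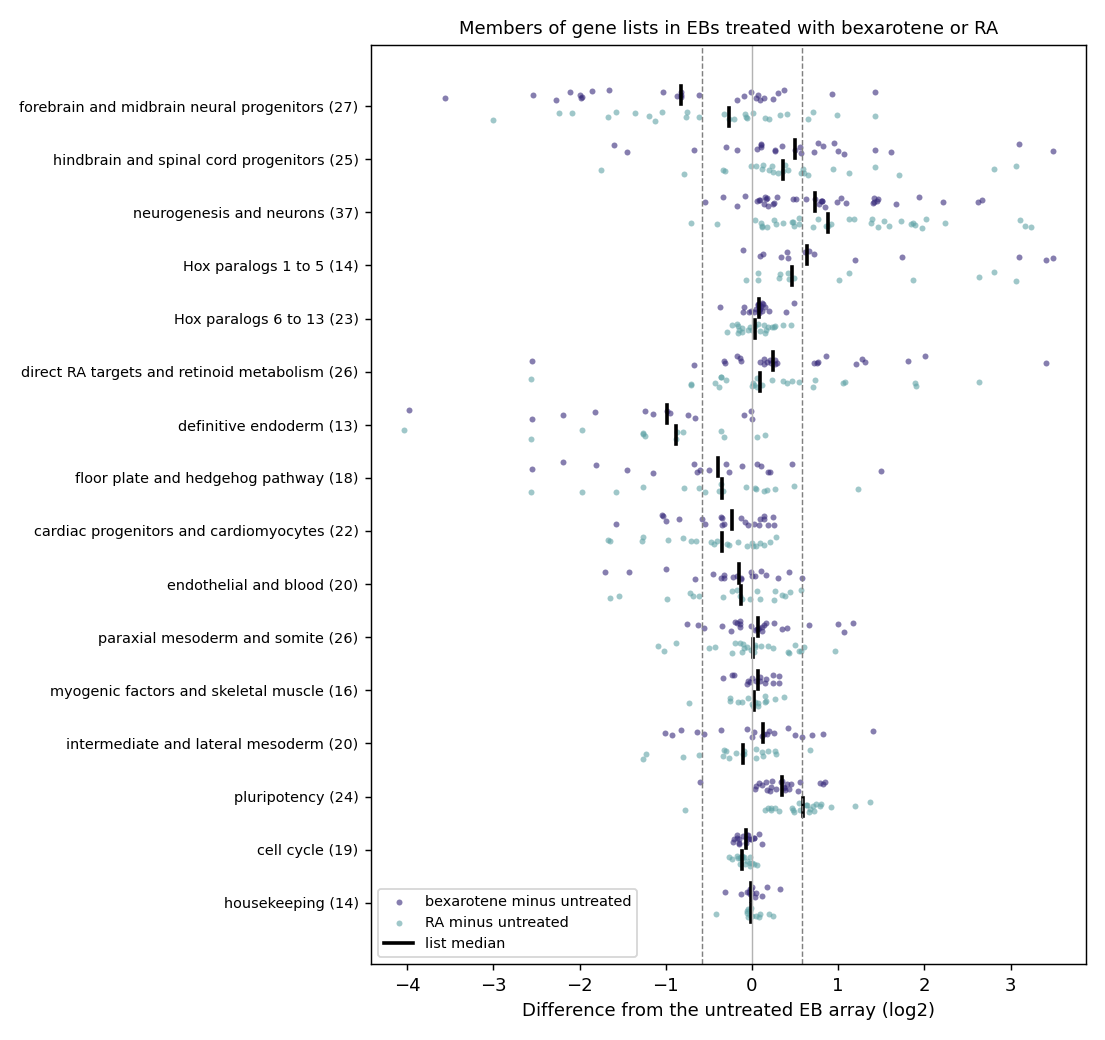
Members of 16 gene lists in EBs treated with bexarotene or RA. The x axis gives the log2 difference from the untreated EB array, each point is 1 gene, the number of measured genes is in parentheses, black bars mark list medians and dashed lines mark 1.5-fold. Forebrain and midbrain genes lie mostly to the left with bexarotene (median -0.82) and neuronal genes mostly to the right (median 0.73).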

Interestingly, each GO category contains an approximately equal number of up- and down-regulated genes, reflective of the diverse changes in gene expression that occur prior to lineage commitment and tissue-specific gene expression at the early stages of tissue specification. Thus, GO analysis demonstrates that bexarotene allows coordinated regulation of developmental factors during the myogenic differentiation of ES cells.

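Of the 68 members of developmental transcription factor families past 1.5-fold with bexarotene, 39 were higher and 29 lower. They made up 12.8% of all genes that were higher and 6.64% of all genes that were lower. Of 31 BMP pathway genes, 4 were past 1.5-fold higher and 6 lower, and of 33 Wnt ligands and targets, 2 were higher and 7 lower, among them the Wnt agonist gene Rspo3 (3.03-fold lower) and the Wnt target Lgr5 (2.91-fold lower). Of 18 Notch pathway genes, 3 were higher and 1 lower, with the Notch target Hes5 at 1.73-fold and the feedback gene Nrarp at 2.32-fold higher.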

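Genes of other lineages were mostly lower or little different with bexarotene. Of 13 definitive endoderm genes, 10 were past 1.5-fold lower and none higher, with a median log2 difference of -0.98, and Trh was 3.52-fold lower. Sox17 and Cxcr4 of this list hardly differed, with log2 differences of -0.007 and -0.0005. Foxa2, Gsc and Cer1, which were lower, also stand in the primitive streak list. Of 23 genes of extraembryonic endoderm none was past 1.5-fold, with a median of 0.12. Of 14 neural crest genes, 5 were higher and none lower, with Tfap2b at 2.59-fold and the nerve growth factor receptor gene Ngfr at 1.66-fold. Fibroblast markers had 4 of 16 members lower, led by the matrix proteins Lum (3.60-fold) and Postn (2.91-fold). Of 21 genes of the primitive streak, 6 were lower and none higher, with Gsc at 2.36-fold lower. Of 22 FGF ligands and feedback targets, Fgf9 and Fgfr3 were past 1.5-fold higher, and Fgf5, a gene of the primed epiblast, was 2.89-fold lower. Of 9 trophoblast genes, none was past 1.5-fold with bexarotene and 5 were past it lower with RA, with medians of -0.29 and -0.60, and none was past it between the ligands. Cdx2 lay close to the threshold with both, at log2 differences of -0.58 and -0.64.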

**Fig. 3:**
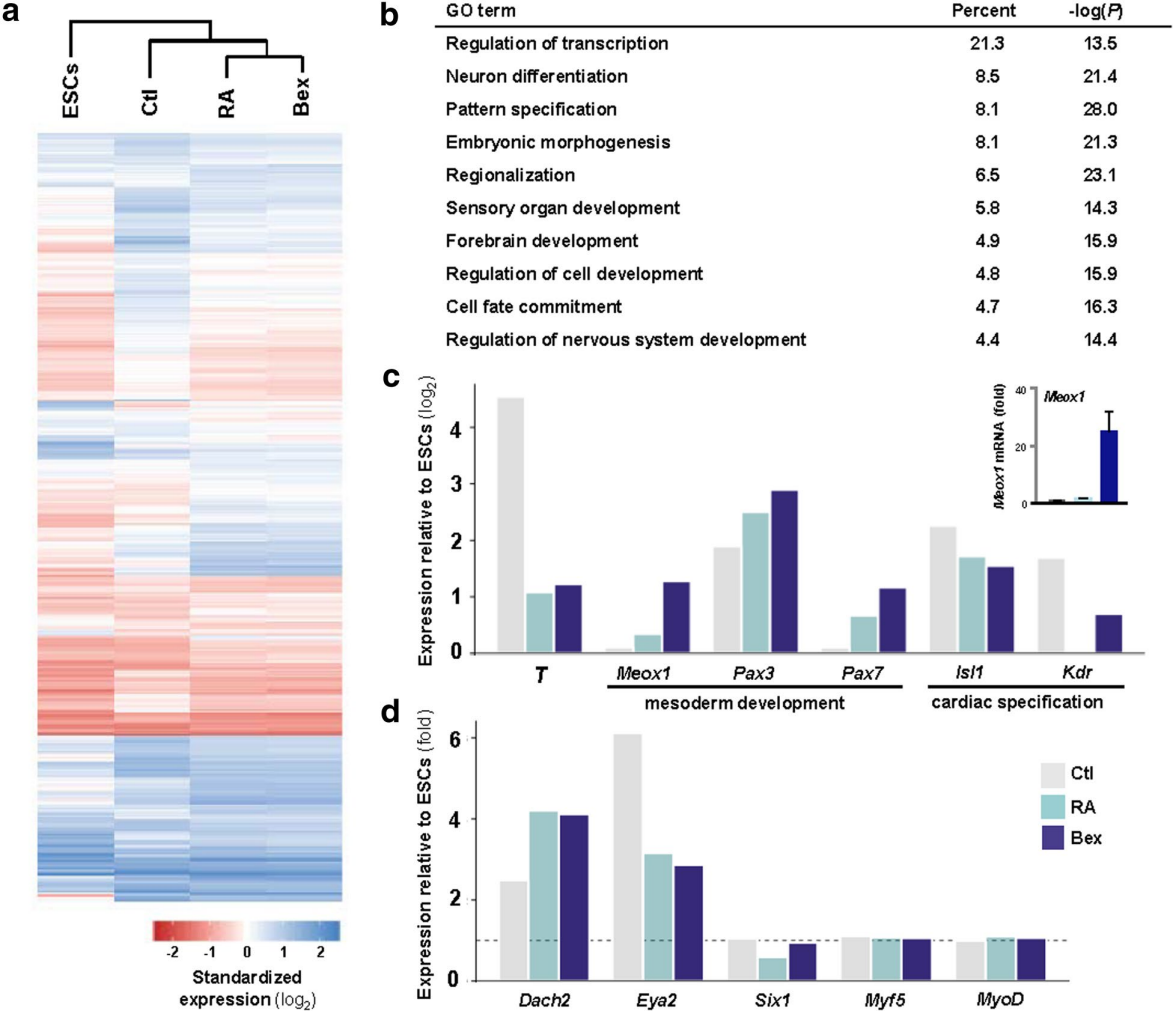
Gene expression profiles in ES cells differentiated with bexarotene or RA. **a** Mouse ES cells (*D3 line*) were grown as hanging drops for 2 days and then in suspension for an additional 5 days, to allow the formation of EBs in the presence or absence of bexarotene (Bex, 50 nM) or RA (10 nM). Undifferentiated ES cells were analyzed in parallel (ESCs). Total mRNAs isolated from the cells were subjected to Affymetrix microarray analysis. Primary analysis and quality control was performed using the Affymetrix Expression Console (version 1.1.2637.26569). Probe intensity data was normalized using robust multi-array average (RMA), and a threshold of ±1.5-fold was used to define differential expressed between each condition. Euclidean distance-based clustering was used to visualize the expression of differentially expressed genes. Raw and processed data are deposited in NCBI’s Gene Expression Omnibus (GEO) database, under accession number GSE94779. Standardized values of expression (log_2_) for genes that showed a difference in expression greater than ±1.5-fold between bexarotene-treated EBs and untreated EBs (Ctl). **b** GO terms associated with genes differentially expressed following bexarotene treatment found using the DAVID. **c** Expression of selected genetic markers for mesoderm specification (*T*), mesoderm development (*Meox1*, *Pax3*, *Pax7*) and cardiac specification (*Isl1*, *Kdr*). Values are given as difference in expression (log_2_) between the EBs and ESCs. Inset is the relative mRNA levels of *Meox1* validated by qRT-qPCR analysis and plotted as fold change relative to untreated EBs after being normalized to GAPDH. **d** Expression of early myogenic transcription factors given as the fold change relative to ESCs. Values in ESCs are indicated by a* dashed line*

Expression of the mesodermal marker *brachyury T*, which is induced in ES cells through cellular aggregation [46], is found in both treated and untreated EBs (Fig. 3c). In the absence of ligand, *brachyury T* is upregulated by more than 16-fold in the EBs in comparison to the ES cells. However, its expression is notably reduced by bexarotene relative to the untreated EB control. Downregulation of *brachyury T* reflects a facilitated progression of differentiation in bexarotene-treated EBs, in contrast to control EBs which retain a mesodermal progenitor phenotype. More importantly, bexarotene also enhances the expression of *Meox1* and *Pax3* (Fig. 3c). 

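Meox1, a homeobox gene of the early somite, was 2.26-fold higher in bexarotene-treated than in untreated EBs. Its log2 signal was 5.83 in ES cells, 5.94 in untreated EBs and 7.11 with bexarotene, and the spread between arrays at this signal was 0.126. Pax3, a paired box gene of the dermomyotome that is also expressed in the dorsal neural tube and neural crest, was 2.00-fold higher with bexarotene (log2 signal 8.45 against 7.45, spread 0.137). Of 26 genes of paraxial mesoderm and somite, 4 were past 1.5-fold higher, 2 were lower and 20 were neither, with a median log2 difference of 0.07 at percentile 96.2 of the matched random lists. The lower genes included Sim1, at 1.68-fold. Meox1 and Pax3 are among 5 members of this list that the article discusses.

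**Figure D2:**
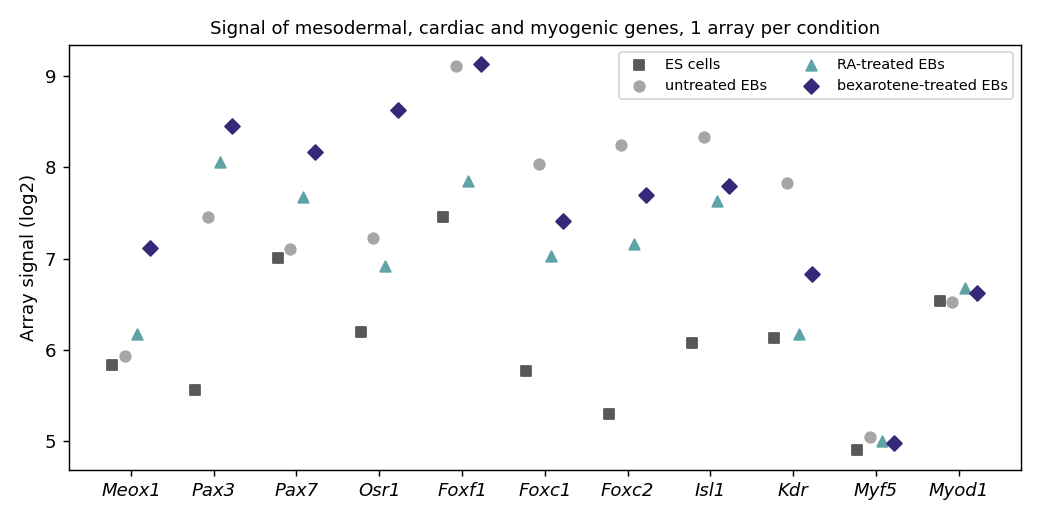
Log2 array signal of 11 mesodermal, cardiac and myogenic genes in ES cells and in untreated, RA-treated and bexarotene-treated EBs, with 1 point per array and no replicates. Meox1 stands at 7.11 with bexarotene and at 5.94 in untreated EBs, while Myf5 stays near the lower end in all 4 conditions.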

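Pax7, like Pax3, marks both muscle progenitors and the dorsal neural tube. Its signal was 2.09-fold higher in bexarotene-treated than in untreated EBs, a log2 difference of 1.07 where the spread between arrays was 0.137. Untreated EBs differed from ES cells by 1.07-fold for this gene.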

While not important for embryonic myogenesis, the *Pax3* paralog *Pax7* is required for adult myogenesis and muscle regeneration [47] and its expression is also upregulated by bexarotene. These results suggest that the temporal regulation of transcription factors in bexarotene-treated EBs mirrors the pattern of transcription factor expression observed during in vivo somitogenesis and early myogenesis, implying regenerative potential.

In addition to the Pax genes and the MRFs, the transcription factors Dach2, Eya2 and Six1 have been shown to play important roles in embryonic myogenesis [48–50]. In particular, interactions between Dach2 and Eya2 and between Eya2 and Six1 synergistically regulate the transcription of muscle-specific genes [48]. 

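In bexarotene-treated EBs, Dach2, a cofactor that works with Pax3 in muscle progenitors, was 1.65-fold higher than in untreated EBs, and Eya2, a phosphatase and coactivator of the same network, was 2.14-fold lower. Both genes differed in the same direction with RA, Dach2 at 1.69-fold higher and Eya2 at 1.94-fold lower than in untreated EBs. Relative to ES cells, Dach2 was 2.49-fold higher in untreated EBs and 4.12-fold higher with bexarotene, and Eya2 was 6.12-fold higher in untreated EBs and 2.86-fold higher with bexarotene. With bexarotene, the muscle-determining genes differed from untreated EBs by less than the spread between arrays. Myf5 had a log2 difference of -0.06 (spread 0.139) and Myod1 of 0.10 (spread 0.118). Myf5 had a log2 signal of 4.98 with bexarotene, below the array's lower quartile of 5.22, so a small difference in it would not be detectable on these arrays.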

While the expression of neither *Myf5* nor *MyoD* is induced in bexarotene-treated EBs in early differentiation, *Dach2* expression which shows spatial and temporal similarity to *Pax3* expression during somite development [48], is upregulated and *Eya2* expression is downregulated relative to control EBs (Fig. 3d).

While enhancing skeletal myogenesis in pluripotent stem cells, both bexarotene and RA inhibit cardiomyogenesis and the expression of *Gata4* [11, 51]. 

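Kdr, the receptor for vascular endothelial growth factor and a marker of early cardiovascular mesoderm, was 1.99-fold lower than in untreated EBs with bexarotene and 3.14-fold lower with RA. Isl1, a LIM homeobox gene of the second heart field and of motor neurons, was 1.46-fold lower with bexarotene and 1.64-fold lower with RA. Of 22 genes of cardiac progenitors and cardiomyocytes, 5 were past 1.5-fold lower with bexarotene and 8 with RA, and none was past it higher with either ligand. The list medians were -0.23 and -0.35. Myh7 was 2.97-fold lower with bexarotene and 3.18-fold with RA, and Myl7 2.07-fold and 2.39-fold. Actc1 was 2.04-fold and 2.43-fold lower, and Myl4 1.80-fold and 1.97-fold. The contractile genes Myh6, Tnnt2 and Tnni1 of the list were not past 1.5-fold with either ligand. Gata4, which also marks extraembryonic endoderm, was 1.19-fold and 1.21-fold higher. Of 20 endothelial and blood genes, 4 were past 1.5-fold lower and 1 higher with bexarotene, and 6 were lower and none higher with RA. The embryonic globin Hbb-bh1 was 3.27-fold lower with bexarotene and 2.92-fold with RA.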

Bexarotene and RA downregulate the expression of *Isl1* and *Kdr* (also known as *Flk1),* two genetic markers of precardiac mesoderm (Fig. 3c) [52, 53]. During embryogenesis, specification of precardiac mesoderm occurs in a population of cells located in the embryonic primitive streak prior to the specification of myogenic progenitors in the somite [53]. Taken together, these data suggest that bexarotene and RA inhibit the specification of cardiac progenitors and therefore prevent the differentiation of ES cells into cardiomyocytes.

## Specification of paraxial mesoderm by bexarotene precedes its specification by RA

Given the fact that both RA and bexarotene are ligands of nuclear receptors [10], it is not surprising that few genes showed a greater than 1.5-fold difference in expression between ES cells treated with bexarotene and those treated with RA (Fig. 4a). 

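Between the bexarotene and RA arrays, 101 genes were past 1.5-fold, 41 higher with bexarotene and 60 lower. At 2-fold only 6 were higher and 0 lower. The Pearson correlation between these arrays was 0.998 across named probe sets. The genes highest with bexarotene relative to RA were Osr1 (3.26-fold), Hapln1 (3.06-fold), a linker of the hyaluronan matrix, Foxf1 (2.43-fold), a forkhead gene of lateral mesoderm, Ccdc80 (2.09-fold) and Tecrl (2.06-fold). Aplnr, a receptor of cardiovascular mesoderm, was 1.96-fold higher, Prrx2, a homeobox gene of mesenchyme, 1.93-fold, and Ret, the receptor for glial-derived growth factors, 1.75-fold. Among the lowest were Bcl11a (log2 difference -0.96), a transcription factor of neurons and blood, Dcx (1.94-fold), Penk (1.93-fold), the precursor of enkephalin, Lhx1 (1.87-fold), Fgf5 (1.82-fold), Fezf1 (1.80-fold) and Zfp536 (1.77-fold). Over the whole table 655 probe sets were past 1.5-fold, of which 107 carry a gene symbol.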

The majority of genes that are differentially expressed in bexarotene-treated EBs are similarly regulated by RA, indicating that bexarotene and RA may target similar molecular pathways (Fig. 4b). 

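Across 21789 named probe sets, the log2 differences of the bexarotene and RA arrays from the untreated array had a covariance of 0.0733 and a correlation of 0.880. Both comparisons use the 1 untreated array, which by itself gives a positive covariance and correlation. Simulated arrays without any effect, compared with 1 control, had a covariance of 0.0101 and a correlation of 0.501. The difference in covariance was 0.0632. Part of the excess in the correlation may come from the shared untreated array, since it cannot be split.

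**Figure D3:**
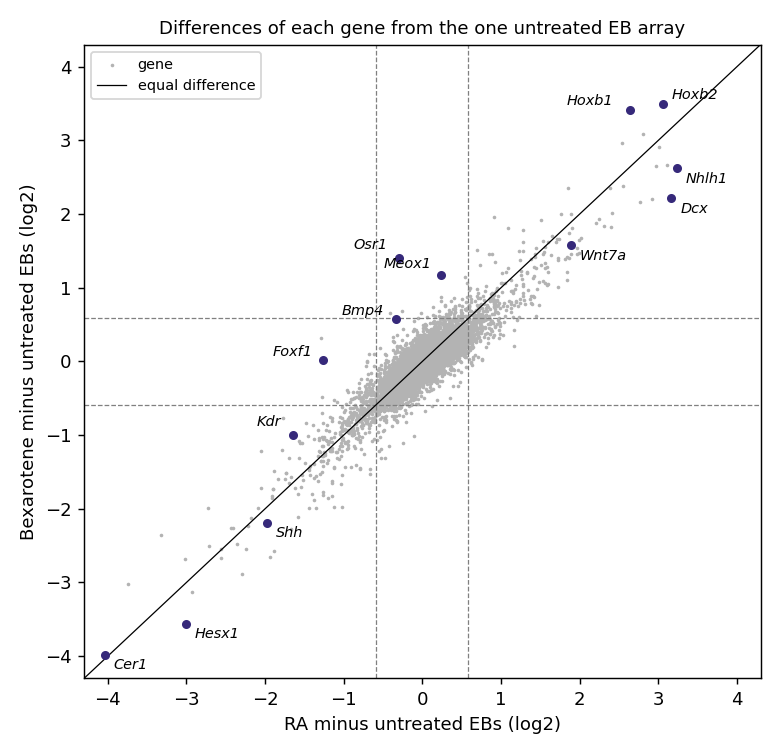
Log2 difference of each gene from the untreated EB array, with RA on the x axis and bexarotene on the y axis. Dashed lines mark 1.5-fold and the diagonal marks equal differences; Osr1 and Foxf1 stand above the diagonal (log2 difference between ligands 1.71 and 1.28) and Dcx below it (-0.96).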

78% of genes upregulated by bexarotene with respect to untreated EB control are also upregulated by RA. Similarly, 75% of genes downregulated by bexarotene are also downregulated by RA. 

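Of the 304 genes higher with bexarotene, 243 were also past 1.5-fold higher with RA, a share of 79.9% (95% Wilson interval 75.1 to 84.1%, which treats genes as independent), and 0 were past 1.5-fold lower. Independent lists of 304 and 420 genes out of 19938 would share 6.40. In the simulation of unchanged arrays, 30.5 probe sets were past 1.5-fold higher and 5.23 of them were shared. Genes of neurogenesis were higher with both ligands. RA had 22 of 37 genes of this list past 1.5-fold higher and 1 lower, with Nhlh1 at 9.41-fold, Dcx at 8.99-fold and Neurod4 at 8.61-fold above untreated EBs. Ednrb (8.05-fold), Fabp7 (7.81-fold) and Pantr1 (7.57-fold), a noncoding RNA, were also among the 10 highest with RA. Hox paralog groups 1 to 5 had 6 of 14 members higher with RA, with Hoxb2 at 8.34-fold and Hoxa2 at 7.00-fold.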

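Of the 437 genes lower with bexarotene, 340 were also past 1.5-fold lower with RA, a share of 77.8% (95% Wilson interval 73.7 to 81.4%), and 0 were higher. Independent lists of 437 and 456 genes would share 9.99, and the simulated unchanged arrays had 30.2 probe sets lower and 11.8 shared. Part of both overlaps may come from the shared untreated array. With RA, Cer1 was 16.4-fold lower, H60b 13.4-fold, Aplnr 10.0-fold, Car3 8.08-fold, Hesx1 8.05-fold, Foxd4 7.63-fold and Tgfb2, a growth factor of the TGF-beta family, 6.59-fold. Of 13 definitive endoderm genes, 9 were lower with RA and none higher, with a median of -0.88, and Foxa1 was 5.89-fold lower. Forebrain and midbrain genes had 12 of 27 members lower and 4 higher with RA, with a median of -0.27 that was closer to 0 than with bexarotene.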

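Of the 243 genes past 1.5-fold higher with both ligands, 16 were also past 1.5-fold between them, 5 higher and 11 lower with bexarotene than with RA. Hoxb1, Ret and Tecrl are among the 5. Dcx, Nhlh1, the homeobox gene Pou3f4, Zfp536, Gpm6b, a membrane glycoprotein of neurons and glia, and Pantr1 are among the 11. Of the 340 genes lower with both ligands, 21 were past 1.5-fold between them, 7 higher and 14 lower with bexarotene. Kdr, Aplnr, H60b and Tgfb2 were less low with bexarotene, and En1, Fezf1, Fgf5, Lhx5, Otx2, Penk and Sim2 were lower still.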

Few genes that are upregulated by both ligands show a difference in expression greater than 1.5-fold between bexarotene- and RA-treated EBs, suggesting that nuclear receptor activation and the effect of bexarotene on transcription of RA targets are gene- or promoter-dependent. For example, several homeobox genes are differentially expressed between bexarotene- and RA-treated EBs (Fig. 4c). This set of genes included the Hox genes *Hoxa1* and *Hoxb1,* which both have well annotated RAREs upstream of their promoters [54, 55] and which are both enhanced by bexarotene.

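Of 298 genes of developmental transcription factor families, 6 were past 1.5-fold higher with bexarotene than with RA and 11 lower. Msx3, a gene of the dorsal neural tube, was 1.50-fold higher with bexarotene than with RA (log2 difference 0.59). Most homeobox genes that differed were lower with bexarotene. En1 was 1.57-fold lower, Otx2 1.56-fold, Lhx5 1.54-fold, Lhx2 1.53-fold and Nkx2-2 1.58-fold. Pou3f4 was 1.52-fold lower with bexarotene than with RA, although it was 1.72-fold higher than in untreated EBs. Onecut1, at a log2 difference of -0.58, and Hesx1, at -0.55, stood just inside the threshold of 0.585. Of the 27 forebrain and midbrain genes, 8 were past 1.5-fold lower with bexarotene than with RA and none higher, with a median of -0.30.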

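Hoxb1 was 6.21-fold higher than in untreated EBs with RA and 1.71-fold higher with bexarotene than with RA. Its log2 signal was 6.65 in ES cells and 6.61 in untreated EBs, so its higher signal was seen only in the EBs given a ligand. Of 26 direct RA targets and genes of retinoid metabolism, 10 were past 1.5-fold higher and 2 lower with bexarotene, against 7 higher and 3 lower with RA. The list medians relative to untreated EBs were 0.24 and 0.09. Meis1 was 4.02-fold higher with bexarotene and 3.71-fold with RA, and Cyp26b1, which degrades RA, 3.51-fold and 3.73-fold. Between the ligands the median was 0.16, at percentile 100 of the matched random lists. The RA receptor gene Rarb was 1.57-fold higher and Cyp26a1 1.54-fold higher with bexarotene than with RA. Relative to untreated EBs, Rarb had log2 differences of 0.27 with bexarotene and -0.38 with RA. It was thus past 1.5-fold with neither ligand, and its difference between them came in part from a lower value with RA.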

**Fig. 4:**
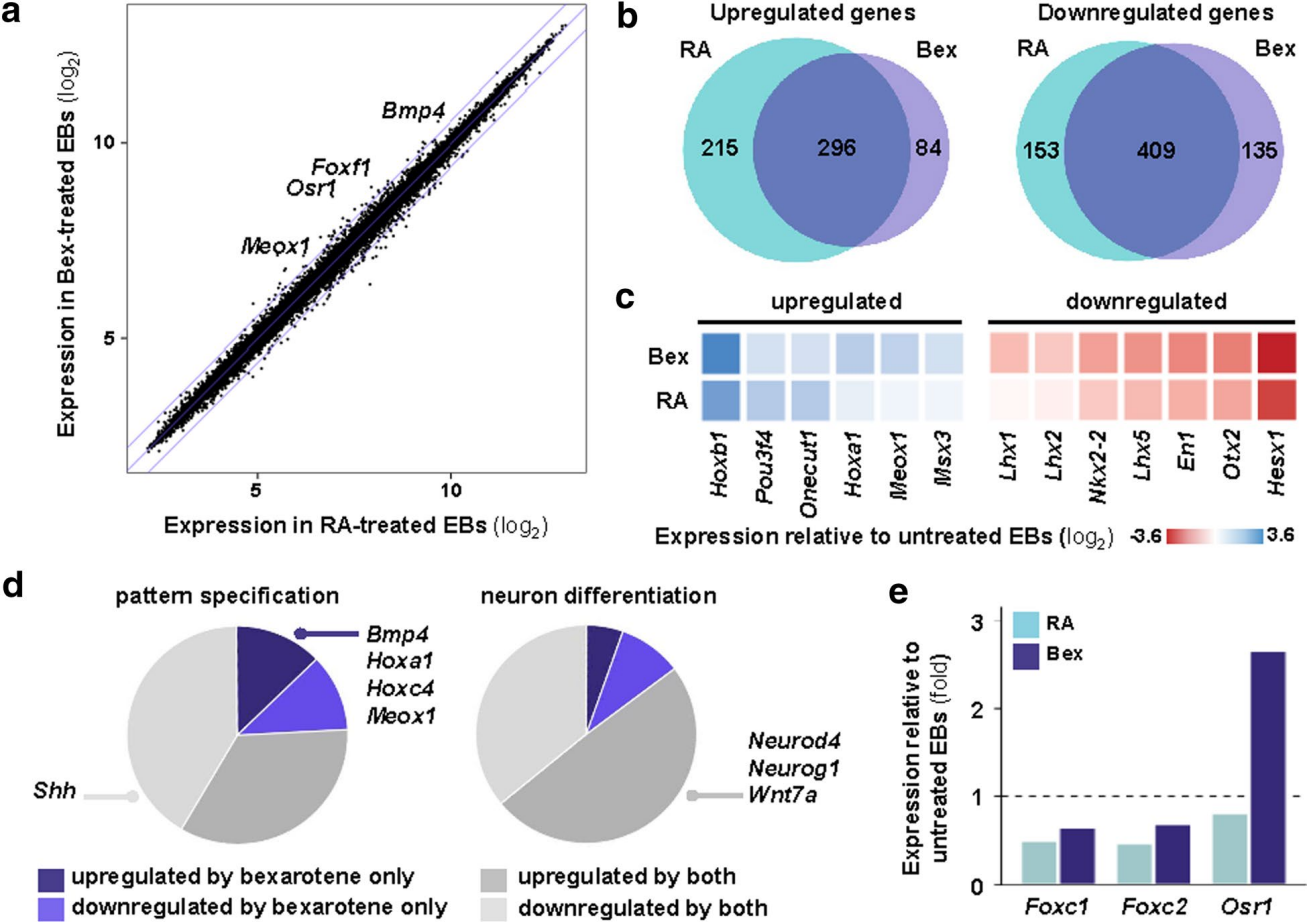
Bexarotene modulates RA-dependent and -independent gene expression. **a** Global gene expression in bexarotene- or RA-treated EBs (log_2_).* Outer lines* mark ±1.5-fold differences in expression between the two treatments. **b** Overlap in up- or down-regulated genes between EBs treated with bexarotene or RA. **c** Expression of selected homeobox genes showing differential expression between bexarotene and RA. **d** Bexarotene-regulated genes involved in pattern specification and neuron differentiation categorized according to their similarity of expression in RA-treated EBs. **e** Difference in expression from untreated EBs of transcription factors involved in intermediate mesoderm specification. Values in untreated EBs are indicated by a *dashed line*

EBs treated with bexarotene or RA show a more than two-fold decrease in *brachyury T* expression relative to untreated EBs, reflecting the timely progression of differentiation in both bexarotene- and RA-treated cells. *Brachyury T* is similarly expressed in both treated conditions, suggesting that the divergence in efficiency between bexarotene and RA in promoting skeletal myogenesis in EBs occurs after mesoderm specification (Fig. 3c). 

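Pax3 and Meox1 were compared directly between the ligands, whose doses differed. Meox1 was 1.91-fold higher with bexarotene than with RA, rank 9 among 19938 genes. Pax3 was 1.31-fold higher, a log2 difference of 0.40 that is below the 1.5-fold threshold but above the spread between arrays of 0.137. Pax7 was 1.41-fold higher. Of the 26 genes of paraxial mesoderm and somite, 1 was past 1.5-fold higher with bexarotene than with RA and none lower, and the median of the list was 0.05, at percentile 99.1 of the matched random lists.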

Notably, the expression of *Pax3* and *Meox1* is greater in EBs treated with bexarotene than treated with RA. While *Pax3* is upregulated in RA-treated and untreated EBs, the latter reflecting a non-specific role in mesodermal tissue specification, *Meox1* expression is induced exclusively in bexarotene-treated EBs (Fig. 4d). In addition, neither the expression of *Myf5* nor *MyoD* is upregulated at this stage of differentiation, suggesting that bexarotene enhances skeletal myogenesis at the early stages of myotome specification.

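With RA, Meox1 was 1.18-fold higher than in untreated EBs, a log2 difference of 0.24, whereas Pax3 was 1.52-fold higher. Relative to ES cells, Pax3 was 3.72-fold higher in untreated EBs, 5.66-fold with RA and 7.44-fold with bexarotene, while Meox1 was 1.07-fold, 1.27-fold and 2.43-fold higher. Hoxc4, a gene of the cervical body axis, was 1.59-fold higher than in untreated EBs with bexarotene and 1.40-fold with RA, and the former is under the threshold, at 0.51 on the log2 scale, when values below the lower quartile are raised to it.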

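With RA, Myf5 had a log2 difference from untreated EBs of -0.04 and Myod1 of 0.15. Myog, which drives terminal muscle differentiation, differed by 0.32 with bexarotene and 0.27 with RA, and Myf6 by 0.05 and 0.03. Of 16 genes of myogenic factors and skeletal muscle, none was past 1.5-fold with bexarotene, and with RA none was higher and 1 was lower, the intermediate filament gene Des at 1.66-fold. The medians were 0.07 and 0.02. From the genes regulated alike by both ligands, the article proposes that they may act on similar pathways, and from Myf5 and Myod1 not being higher it proposes that bexarotene acts early, as the myotome is specified.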

Coupled with the specification of paraxial and somitic mesoderm, demonstrated by activation of *Pax3* and *Meox1,* is the downregulation of the intermediate mesoderm marker *Osr1* [56]. In chick embryos, compound null mutants for the transcription factors Foxc1 and Foxc2, which are highly expressed in paraxial mesoderm, lack somites and the expression of *Osr1* expands medially, suggesting that Foxc1 and Foxc2 are required for correct mesoderm specification during embryonic development through inhibition of *Osr1* expression [57]. However, while the expression of *Foxc1* and *Foxc2* is repressed by both treatments, *Osr1* is highly expressed in EBs treated with bexarotene, and its expression was threefold greater than in RA-treated EBs (Fig. 4e). 

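Osr1, a zinc finger gene of intermediate and lateral mesoderm, was 2.65-fold higher than in untreated EBs with bexarotene and 1.23-fold lower with RA. Its log2 signal was 6.92 with RA and 8.63 with bexarotene, and no gene had a larger difference between these arrays. Foxc1 was 1.54-fold lower with bexarotene and 2.02-fold lower with RA, and Foxc2 1.47-fold and 2.13-fold lower. After quantile normalization Foxc1 had a log2 difference of -0.58 with bexarotene, just inside the threshold. Foxf1, of the lateral plate, was 2.40-fold lower with RA but at 1.01-fold with bexarotene, and its other probe set, at 2.63-fold and 1.08-fold, gave the same picture. Of 20 genes of intermediate and lateral mesoderm, 3 were past 1.5-fold higher and 4 lower with bexarotene, and 1 was higher and 4 lower with RA. Prrx1 was lower with both, with log2 differences of -0.93 and -1.23, and Pax8, a gene of kidney progenitors and of the midbrain-hindbrain boundary, was higher with both, by 1.77-fold and 1.59-fold. Between the ligands, 4 of the 20 were higher with bexarotene and 1 was lower, with a median of 0.09 at percentile 99.96 of the matched random lists. The article discusses 5 genes of this list.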

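Targets of other receptors that pair with RXR, which RXR agonists can activate through some of these pairs, seldom passed 1.5-fold. Of 16 LXR targets, which include genes of cholesterol export, and of 13 targets of the vitamin D and thyroid hormone receptors, none was past 1.5-fold with bexarotene or RA. The LXR median was 0.11 with bexarotene (percentile 99.7 of the matched random lists), 0.01 with RA (67.5) and -0.01 between the ligands (45.1). The vitamin D and thyroid list had medians of -0.02 with bexarotene (28.8), 0.03 with RA (55.0) and 0.07 between the ligands (98.6). Of 17 PPAR targets, Pdk4 was higher than in untreated EBs (1.55-fold with bexarotene and 1.52-fold with RA), as was Cpt1a, of fatty acid oxidation (1.49-fold and 1.63-fold), and the fatty acid transporter Cd36 was lower (log2 differences of -0.77 and -1.77). Cd36 was the 1 PPAR target past 1.5-fold between the ligands, 2.00-fold higher with bexarotene than with RA.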

Given the multifunctional nature of RXR, these results suggest that bexarotene also regulates the expression of genes independent of RA signaling, which may contribute to the enhanced myogenic phenotype observed in these cells.

## Induction of BMP signaling by bexarotene may promote myogenic specification

During embryogenesis, paracrine signaling is critical for correct patterning and morphogenesis. In particular, the expression of *Myf5* and *MyoD* in the dermomyotome is regulated by coordinated regulation of Shh, Wnt and BMP signaling [17, 18]. Nevertheless both bexarotene and RA promote coordinated regulation of secreted and intermediate signaling factors normally required for myogenic specification and differentiation in vivo (Fig. 5).

**Fig. 5:**
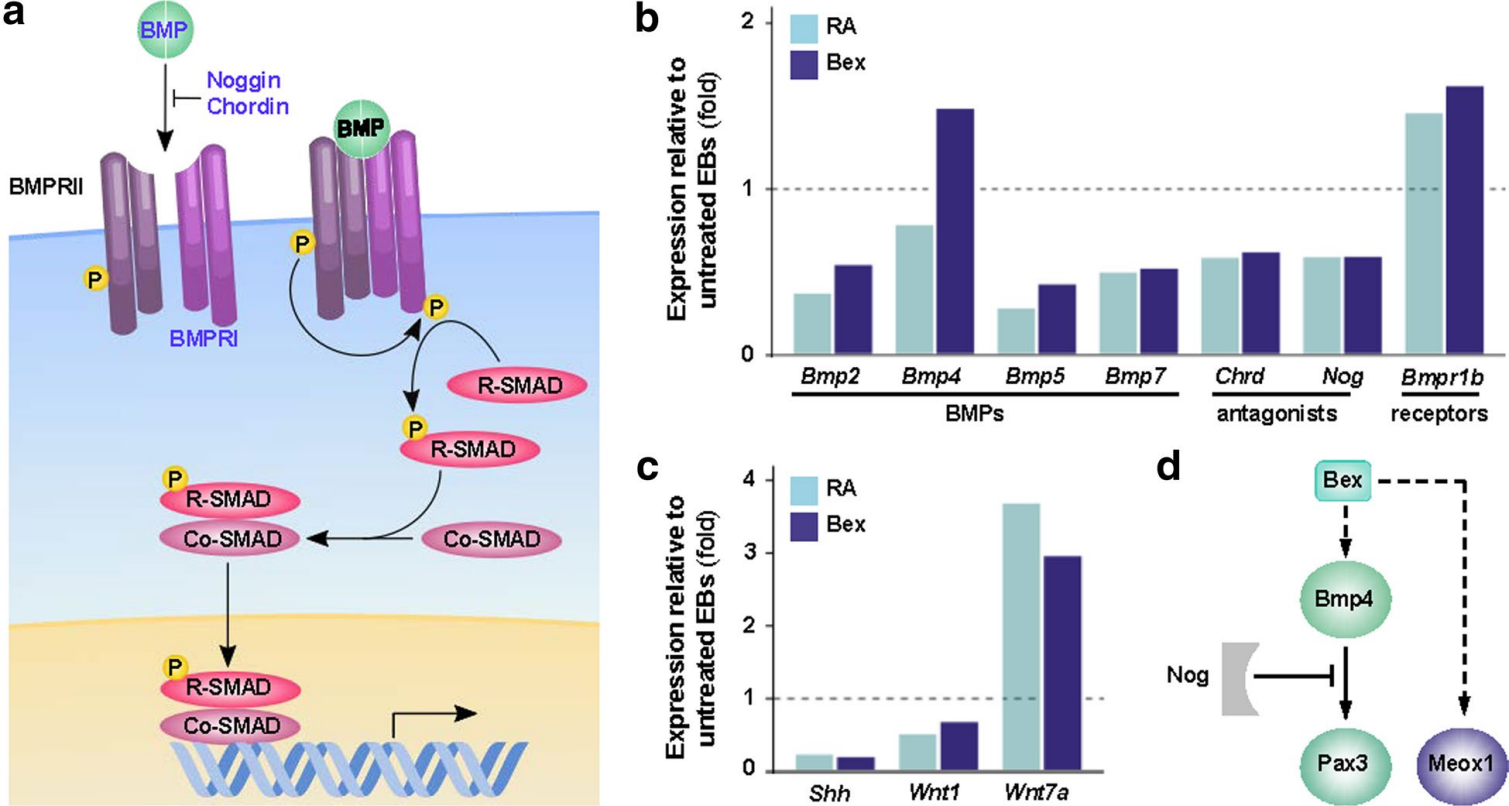
Early activation of BMP signaling may mediate bexarotene-promoted myogenic specification. **a** Schematic of BMP signaling. Factors differentially regulated by bexarotene are* texted in blue*. **b** Members of BMP pathway were differentially expressed in bexarotene- or RA-treated EBs. **c** Shh and Wnts differentially expressed in bexarotene- and RA-treated EBs. Values are given as a fold change relative to their corresponding values in untreated EBs that are indicated by a *dashed line*. **d** Representational diagram of the inferred influence of bexarotene in the enhancement of myogenic specification

With multiple roles during development including cell growth and differentiation, BMPs signal through kinase transmembrane receptors and the SMAD family of transcription factors [58, 59]. BMP signaling is required for correct temporal regulation of MRF expression, and it has been shown to inhibit myogenic differentiation and increase the number of myogenic progenitors by promoting *Pax3* expression [17]. Interestingly, several genes encoding members of the BMP signaling pathway are differentially expressed between bexarotene- and RA-treated EBs (as shown in blue in Fig. 5a). Specifically, the expression of *Bmp4* is about twofold greater in EBs treated with bexarotene than with RA (Fig. 5b). In comparison to untreated EB control, RA downregulates the expression of BMP-2, -4, -5 and -7, while bexarotene downregulates the expression of BMP-2, -5 and -7 only (Fig. 5b).

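Bmp4, a ligand that ventral and lateral mesoderm and surface ectoderm secrete, was 1.89-fold higher with bexarotene than with RA, rank 10 among 19938 genes. Its log2 signal was 11.3 in ES cells, 9.97 in untreated EBs, 9.63 with RA and 10.5 with bexarotene, so it was highest in ES cells. Of 31 BMP pathway genes, Bmp4 was the 1 gene past 1.5-fold higher with bexarotene than with RA and none was lower, but 25 of the 31 lay above 0. The median was 0.07, at percentile 100 of the matched random lists. Relative to untreated EBs, the list median was -0.06 with bexarotene (percentile 22.8) and -0.15 with RA (percentile 0.08). The list median was thus not above untreated EBs with either ligand, and it lay further below them with RA.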

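Bmp2 was 2.63-fold lower than in untreated EBs with RA and 1.81-fold lower with bexarotene. Bmp5 had log2 differences of -1.78 and -1.20, and Bmp7 was 1.97-fold and 1.89-fold lower. Bmp4 was 1.26-fold lower with RA, under the 1.5-fold threshold, and 1.49-fold higher with bexarotene, just short of it. The spread between arrays at its signal was 0.0877 on the log2 scale, against a difference of 0.58 with bexarotene and -0.34 with RA. Bmp5 and Bmp2 were 10.0-fold and 13.5-fold higher in untreated EBs than in ES cells. Bmp4 is past the threshold with bexarotene after loess (0.61) and quantile normalization (0.60).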

Additionally, progression into differentiation is regulated by BMP antagonists, which may bind directly to BMPs and prevent activation of BMP receptors. 

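Noggin (Nog) and chordin (Chrd), secreted proteins that bind BMPs, had about equal signal with the 2 ligands. Their log2 differences between bexarotene and RA were 0.00 and 0.08, where the spread between arrays was 0.137 and 0.124. Against untreated EBs, Nog was 1.66-fold lower with bexarotene and 1.67-fold lower with RA, and Chrd was 1.59-fold and 1.68-fold lower. The chordin-like antagonist Chrdl1 was 1.81-fold lower with bexarotene.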

The antagonist noggin *(Nog)* and chordin *(Chrd)* do not show a notable difference in expression between bexarotene and RA treatments, but are downregulated relative to EB control by bexarotene and RA. Moreover, both bexarotene and RA enhance the expression of the BMP receptor *Bmpr1b.* These data may reflect early induction of BMP signaling by bexarotene, particularly in the expression of *Bmp4*, leading to an increase in the number of *Pax3*-positive myogenic progenitors.

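Bmpr1b, a type I BMP receptor, was 1.63-fold higher than in untreated EBs with bexarotene and 1.47-fold higher with RA, a log2 difference of 0.55 that is just under the threshold. Its log2 signal of 6.04 with bexarotene was below the array's median. Of the 31 BMP pathway genes, 2 were past 1.5-fold higher and 7 lower with RA. Id4, an inhibitor of bHLH factors that responds to BMP in some tissues and is expressed in neural progenitors, was 2.45-fold higher with RA. Its difference between the ligands was not past 1.5-fold, so it was above untreated EBs with bexarotene as well.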

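Sonic hedgehog (Shh), secreted by the notochord, floor plate and endoderm, was 4.55-fold lower than in untreated EBs with bexarotene and 3.93-fold lower with RA. Its log2 signal was 9.52 in untreated EBs and 7.33 with bexarotene, near the 7.11 of ES cells. Of 18 genes of the floor plate and the hedgehog pathway, 8 were past 1.5-fold lower and 1 higher with bexarotene, and 6 lower and 1 higher with RA. The medians were -0.40 and -0.35. Spon1, a floor plate protein, was 3.50-fold lower with bexarotene and 2.99-fold with RA, Foxa2 2.21-fold and 2.39-fold. The coreceptor Boc was the higher gene, at 2.82-fold with bexarotene and 2.35-fold with RA.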

A positive regulator of *Myf5, Shh* expression is strongly repressed by RA and bexarotene (Fig. 5c). *Wnt1*, which is a strong activator of *Myf5* expression through the transcription coactivator β-catenin and the TCF/LEF family of transcription factors [18], is downregulated from the EB control by RA. 

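Wnt1, made by the dorsal midline of the midbrain and spinal cord, was 1.87-fold lower than in untreated EBs with RA and 1.43-fold lower with bexarotene, the latter under the 1.5-fold threshold. Of 33 Wnt ligands and targets, 2 were past 1.5-fold higher and 7 lower with RA. Rspo3 was 3.58-fold lower and Lgr5 2.89-fold lower with RA. No gene of this list was past 1.5-fold between the ligands.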

Contrarily, *Wnt7a* which activates the expression of *MyoD* independent of β-catenin [18], is induced by both bexarotene and RA. 

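Wnt7a, which is also expressed in the neural tube, was 2.98-fold higher than in untreated EBs with bexarotene and 3.71-fold higher with RA. Its log2 signal was 5.74 in ES cells and 5.73 in untreated EBs, 7.31 with bexarotene and 7.62 with RA. The difference between the ligands, -0.31, was larger than the spread between arrays of 0.118 and below the 1.5-fold threshold. Sfrp2, a secreted Wnt antagonist, was 2.91-fold higher with bexarotene and 2.72-fold higher with RA.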

Embryonic somites exposed to Shh are preconditioned to the induction of myogenesis via Wnt signaling by the dorsal neural tube and surface ectoderm [60]. Coupled with the inhibition of BMP signaling, myogenic progenitors become committed to the skeletal muscle lineage and are capable of undergoing temporal differentiation into skeletal myocytes. Therefore, the coordination of intercellular signaling observed during embryonic myogenesis may be preserved and perhaps promoted in bexarotene- and RA-treated EBs.

## Implication of rexinoid signaling in myogenic specification

Bexarotene, a RXR agonist, effectively enhances skeletal myogenesis in ES cells with a greater efficacy than RA [10]. In addition to targeting genes expressed at the early stages of myogenic specification, bexarotene promotes early expression of signaling factors required to expand the myogenic progenitor cell pool and ultimately lead to an efficient generation of skeletal myocytes.

Interestingly, both bexarotene and RA cannot bypass the inhibition of myogenesis resulting from the functional loss of β-catenin, as neither could enhance the expression of *MyoD* nor induce skeletal myogenesis in stem cells expressing dominant negative β-catenin [10, 61]. During the specification of myogenic progenitors in the dorsal somite, canonical and noncanonical Wnt signaling act in parallel to regulate the expression of *Myf5* and *MyoD* in distinct populations of cells [18]. Wnt1 which strongly induces *Myf5* expression via β-catenin is repressed by bexarotene or RA (Fig. 4). However, expression of *Wnt7a* is induced by bexarotene and RA (Fig. 5), indicating that the activation of *MyoD* in β-catenin loss-of-function stem cells depends on additional factors. Since *Myf5* is regulated by canonical Wnt signaling and lies genetically upstream of *MyoD*, it is possible that loss of *Myf5* induction precedes repression of *MyoD* in cells expressing a nonfunctional β-catenin. This suggests that myogenesis is promoted by bexarotene and RA in ES cells in part through coordination of paracrine signaling, therefore allowing similar temporal control of lineage-specific transcription factors as observed during embryonic development.

Classical models of RA signaling suggest that RXR functions as a silent or non-permissive partner to RAR, where activation of RAR–RXR heterodimers is dependent on RAR ligand. In the presence of a RXR ligand, the expression of RA targets may be enhanced however, resulting from weaker association with corepressors and/or stronger association with coactivators. However, the induction of several genes, including *Hoxa1* and *Meox1*, only occurred in the presence of bexarotene. At the *Hoxa1* locus, functional RAREs are required to activate its expression in order to specify anterior tissue along the AP axis of the elongating embryo [52]. As EBs undergo ligand-induced myogenesis, it may be possible that RA-mediated regulation of *Hoxa1* is blocked, but that the locus remains responsive to RXR activation. In a different manner, *Meox1* expression may be activated by rexinoids as a result of early induction of the myogenic program. These observations indicate diverse transcriptional pathways regulated by rexinoids in ES cells, while also demonstrating the rexinoid’s potential for application in a variety of locus-specific contexts.

Nuclear receptors, particularly those existing in RXR heterodimers, are susceptible to multiple signals that synergistically modulate the activation of transcription at target gene promoters. Binding of RAR or RXR agonist to RAR–RXR causes a conformational change in the dimer, altering the activation potential of the partner receptor and the resulting level of transcription at genetic targets. As the formation of EBs may induce the synthesis of endogenous RA, rexinoids may regulate the expression of RA target genes in part through synergistic relationships within the RAR–RXR heterodimer. However, bexarotene enhances skeletal myogenesis in EC stem cells co-treated with a RAR antagonist and in cells expressing dominant negative RAR, indicating that rexinoids can enhance myogenesis through a pathway independent from functional RAR [10]. In addition, expression profiling reveals that several genes are regulated differently by RA and bexarotene, but few whose expression is naturally regulated by RA shows an enhanced phenotype with bexarotene. Thus endogenous RA may not be sufficient to allow nuclear receptor synergy between RAR and RXR at many loci in differentiating EBs.

The displacement of repressive protein complexes, such as SUZ12, is affected by the specific RAR isotype [62]. The transcription of RA target genes also depends on the ability of RAR–RXR to recruit coactivators, and the type of coregulator bound to RAR–RXR, such as pCIP, p160 or p300, affects the activation of target genes [25]. DNA-binding by RAR is cell type-specific, and most binding sites are occupied in the absence of RA [63]. Furthermore, the influence of RA is promoter-specific, suggesting diverse transcriptional potential of RARs even within specific cell types [64]. Therefore, in addition to synergistic relationships between RAR and RXR activation, the isotype of receptors, the strength of coregulator association and locus-specific promoter affect the transcriptional activity of RA target genes.

Due to the multifunctional nature of RXR, the application of rexinoids in the in vitro generation of muscle tissue or in muscle regeneration may be achieved through multiple molecular pathways. Future work to determine the potential of utilizing the regulation of nuclear receptor signaling in these fields and the optimal treatment regimes for rexinoid-related therapies will be required.

## Abbreviations

Chrd: chordin
EC: embryonic carcinoma
ES: embryonic ste
bHLH: basic helix-loop-helix
BMP: bone morphogenic proteins
GO: gene ontology
MRF: myogenic regulatory factors
Nog: antagonist noggin
PPAR: peroxisome proliferator-activated receptor
RAR: retinoid acid receptor
RXR: retinoid X recepto
Shh: sonic hedgehog
TR: thyroid hormone receptor
VDR: vitamin D receptor

How the deposited data were processed for this re-analysis (not part of the article)

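The deposited table holds 4 Affymetrix arrays, 1 each of mouse ES cells, untreated embryoid bodies (EBs), EBs treated with RA and EBs treated with bexarotene, and no array is a replicate of another. Its values are log2 signal per probe set, which the authors background-corrected, normalized and summarized over the 4 arrays before deposit. The article names RMA for this step and Affymetrix Expression Console, version 1.1.2637.26569, for the primary analysis, and the submitters' notes name GCRMA in the same program. The scanner files were not processed again. The RA dose is 10 nM in the article and 5 µM in the sample labels, and the bexarotene dose is 50 nM in both. Each array has 35556 probe sets, with signal from 1.95 to 13.1.

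The platform annotation gives 1 gene symbol for 21789 probe sets, several for 1621 and none for 12146. Of the probe sets with 1 symbol, 21698 match a current mouse gene symbol, and the symbols were kept as given. Genome coordinates were not used. Probe sets with 1 symbol were used for named genes and gene lists, and a gene with several stands by the one with the highest mean over the 4 arrays. A gene was counted as higher or lower where at least 1 of its probe sets was past the threshold and none was past it the other way. Of the 49 genes the article discusses, 46 have such a probe set. The others were not analysed here.

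Differences between arrays were computed on the log2 scale for bexarotene against untreated EBs, RA against untreated EBs, bexarotene against RA, and each EB array against ES cells. The threshold was 1.5-fold in either direction. With 1 array per condition, no test was made. As a yardstick the robust SD of the difference between bexarotene and RA was computed in 20 bins of signal. It contains real differences between the ligands, and it comes from the most alike pair of arrays. Over probe sets with 1 symbol, the robust SD was 0.115 for that pair, 0.167 for untreated against bexarotene and 0.172 for untreated against RA, so it sets no bound on the spread between other arrays or between cultures.

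The genes named in the text were set by a rule fixed before the data were examined: the 10 genes with the largest difference in each direction among the EB arrays, every gene the article discusses, and up to 4 members of each gene list. The first part took only genes past 1.5-fold whose higher signal was at or above the array median, and left out unnamed gene models and small RNAs. Genes named outside this rule, among them Chrdl1, Des, Foxa2, Gsc, Ngfr and Sim1, and the family and list members given without a value, were chosen after their values were seen. The 30 gene lists were also fixed before the data were examined. They cover pluripotency, primitive streak, mesoderm and muscle, endoderm, trophoblast, fibroblasts, neural tissue and neural crest, Hox genes, retinoid and other nuclear receptor targets, signalling pathways, stress, hypoxia, cell cycle and housekeeping. Some genes stand in several lists, for example Pax3 in the somite, spinal cord and neural crest lists. Several lists hold genes that the article discusses, among them 7 of 31 BMP pathway genes and 5 of 27 forebrain and midbrain genes. Such genes were also 5 of 37 neuronal genes and 4 of 26 direct RA targets. For each list the median difference was computed with its percentile among 10000 random lists of the same size matched on signal, and the text prints the percentile for some of them. Developmental transcription factors were counted by family from their symbols.

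The overlap of the bexarotene and RA responses rests on 1 untreated array. It was therefore set beside the overlap of independent lists and beside 100 simulated sets of arrays without any effect that share 1 control. Intervals are 95% Wilson intervals for shares and bootstrap intervals over 1000 resamples of probe sets for the covariance, and both treat genes as independent, which they are not.

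The alternatives set before the data were examined were a 2-fold threshold, quantile normalization of the deposited columns, loess of each array against the mean array with a span of 0.3, a floor at the 25th percentile of each array, leaving out probe sets below the median signal of both arrays, the highest or the mean probe set per gene, and any difference in the same direction as the definition of shared. Counts of named probe sets and of probe sets outside the low-numbered class were added after the data were examined. The procedure was tested on simulated data with 200 probe sets set 3-fold apart among 35556, of which 200 were recovered with 2 false calls. That test used an SD of 0.1 for each array at every signal. The simulated arrays without any effect, whose deviations were drawn from the differences between the ligands themselves, had more probe sets past the threshold, 30.5 higher and 30.2 lower. The article's gene ontology categories were not recomputed, because no such annotation is given in the sources used here. The PCR measurement of Meox1 that the article shows in Fig. 3c is not in this deposit. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.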

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

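Among the explanations weighed here, the tests on level-dependent scaling, on 1 common factor between the ligands and on a lower share of neurons, and the bounds used for a shift of the low-numbered class, were chosen only after the result was seen.

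Genes that the article does not discuss were far above the untreated EBs. Hoxb2 and Hoxa2 were higher with bexarotene by 3.49 and 3.09 on the log2 scale, and Nhlh1 and Dcx were higher with RA by 3.23 and 3.17. The pluripotency list, also outside those genes, had a median of 0.59 with RA relative to untreated EBs. Of the low-numbered probe sets without a gene symbol that were past 1.5-fold between bexarotene and RA, 71.9% were higher with bexarotene.

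The differences of the bexarotene and RA arrays from the untreated array go together across genes, and both rest on 1 untreated array. The observed covariance was 7.29 times that of simulated arrays without any effect, which argues against technical spread of the shared array, of the size seen between the ligand arrays, as the whole cause. Of 26 direct RA targets, 7 were past 1.5-fold higher with both ligands (median 0 and highest 4 in matched random lists), and the list median was above the 99th percentile for both ligands. That had been set down as evidence against an unusual untreated culture, but it was set wrongly, since an untreated culture low in retinoid signal would give the same direction. A shared response to both ligands and a difference of the 1 untreated culture cannot be told apart with 1 untreated array.

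Between bexarotene and RA, more probe sets were past 1.5-fold higher than lower, 66.6% of 655, although only 40.2% of the 107 with a symbol were higher. The share was 66.7% after loess and 64.5% after quantile normalization, which argues against unequal scaling. Of all 5998 low-numbered probe sets, past the threshold or not, 54.0% were higher with bexarotene (95% Wilson interval 52.8 to 55.3%), against 46.5% of named probe sets, with medians of 0.02 and -0.01. With the class median taken off, 65.9% of those past the threshold were still higher (61.4 to 70.1%), which argues against a shift of the whole class as the whole cause and leaves it open for a part. What the class measures is not given in the sources used here, its larger spread (robust SD 0.256 against 0.113 for named probe sets) stays open as a source, and no biological explanation was tested.

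Between bexarotene and RA, 22 of 27 forebrain and 33 of 37 neuronal genes were lower with bexarotene, 8 and 4 of them past 1.5-fold, and 13 of 20 genes of intermediate and lateral mesoderm were higher, 4 past 1.5-fold, with 1 past it lower. Other lists differed as well, counted here by sign and not by the 1.5-fold threshold. Of 24 pluripotency genes, 22 were lower with bexarotene and 2 higher (median -0.22). Of 23 extraembryonic endoderm genes, 17 were lower and 6 higher (median -0.09). Of 22 cardiac genes, 16 were higher and 6 lower (median 0.09). The neuronal median was -0.34 and stayed at -0.34 after loess and -0.33 after quantile normalization, below all matched random lists, which argues against level-dependent scaling. The slope of bexarotene on RA differences was 1.199 for the forebrain list and 0.755 for the neuronal list. The difference was 0.444 (95% interval 0.33 to 0.59, over genes and not cultures). For these 2 lists on these arrays, that argues against 1 response scaled by a common factor. The 2 lists were taken because of their medians, which already imply unlike slopes, so the slopes add no evidence beyond the pattern itself. The forebrain median lay below the hindbrain median by a difference of -0.42 (95% interval -0.68 to -0.10, with 1 gene in both lists), which argues against a lower share of neurons that raises all other cell types alike. The forebrain list was taken because it was lower with bexarotene, so this difference too adds no evidence beyond the pattern itself. The ligand, its dose and variation between single cultures stay open, since each ligand has 1 culture and 1 dose.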

How the results depend on the processing

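The counts of named probe sets and of probe sets outside the low-numbered class were chosen only after the result was seen, and the other alternatives were set before the data were examined. The balance of the genes past the threshold between bexarotene and RA, more of them lower at 1.5-fold, turned at 2-fold, and that for bexarotene against untreated EBs kept more lower genes under each of the 7 alternatives run for genes. The counts for RA against untreated EBs and against ES cells were not recomputed. Quantile normalization and loess kept each count within 1.5 times its value, with 738 and 741 genes past 1.5-fold for bexarotene against untreated EBs. At 2-fold there were 468 probe sets and 270 genes (103 higher, 167 lower) against untreated EBs, 6 genes against RA (6 higher, 0 lower), and a shared share of 87.4% among the higher genes; a stricter threshold takes fewer genes by construction. Leaving out dim probe sets gave 866 probe sets, a covariance of 0.0972 and a correlation of 0.903, and the floor gave 0.0682 and 0.892. Counting any RA difference in the same direction gave shares of 98.4% and 99.5%. Named probe sets alone numbered 887 and those outside the low-numbered class 1158. The causes of the values that moved without such a construction were not tested. Of 741 comparisons of named genes, 11 moved by more than the spread between arrays, all with the floor, and of 357 list medians 45 moved, 31 of them when dim probe sets were left out. Some medians near 0 changed sign, among them those of the vitamin D and thyroid receptor targets with bexarotene and of the somite and muscle lists with RA. Myf5 and other genes near the lower quartile of signal are limited by background, and with 1 array per condition no alternative could leave out a replicate.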

Differences from the paper's values

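The counts of named probe sets and of probe sets outside the low-numbered class were chosen only after the result was seen. At the paper's threshold of 1.5-fold, 1726 probe sets were past it between bexarotene and untreated EBs, and the paper's value is 1038. Of the alternatives set before the data were examined, the floor (1199) and leaving out dim probe sets (866) come within 1.5 times the paper's value, and quantile normalization (1742), loess (1751) and the 2-fold threshold (468) do not. Named probe sets alone (887) and those outside the low-numbered class (1158) also come within it. Both were chosen after seeing the values, and how many of the paper's own called items they drop cannot be counted, since no list of them is given in the sources used here.

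Isl1 was higher than in ES cells by 1.55 (log2) with RA, and the paper's value is about 1.7 in Fig. 3c, read by eye. With bexarotene it was higher by 1.72, and the paper's value is about 1.5 in Fig. 3c, read by eye. For RA, loess (1.57) comes within the spread of the paper's value, and quantile normalization and the floor do not. For bexarotene none of these 3 alternatives does. The figure places RA above bexarotene, and the deposited values place bexarotene above RA.

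The paper states, citing other work, that both ligands lower Gata4, and here Gata4 was 1.19-fold higher with bexarotene and 1.21-fold higher with RA. Other directions that the paper states had the stated sign here but were not past 1.5-fold. With bexarotene, Isl1 was 1.46-fold lower, Foxc2 1.47-fold lower and Wnt1 1.43-fold lower than in untreated EBs, and with RA they were 1.64-fold, 2.13-fold and 1.87-fold lower. Bmp4, which Fig. 4d of the paper places among genes higher with bexarotene alone, was 1.49-fold higher, and it is past the threshold after quantile normalization (1.52-fold) and loess (1.52-fold). With RA, Bmp4 was 1.26-fold lower and Bmpr1b 1.47-fold higher. Of the 12 measured homeobox genes that the paper shows as different between bexarotene and RA, 10 were past 1.5-fold here, and Onecut1 (log2 difference -0.58) and Hesx1 (-0.55) were not under any scaling alternative.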

Other observations

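Most pluripotency genes were lower in untreated EBs than in ES cells. Of the 24, 23 lay above untreated EBs with each ligand, but with bexarotene 20 were not past 1.5-fold. With RA, 12 of 24 were past 1.5-fold higher than in untreated EBs and 1 was lower, with Nr0b1 at 2.59-fold, Dppa2 at 2.29-fold and Utf1 at 1.89-fold higher. With bexarotene 3 were higher and 1, Lin28a, was lower, and the list median was 0.34. Between the ligands the median was -0.22, with Pou5f1 at 1.52-fold lower with bexarotene. Of 18 Notch pathway genes, 5 were past 1.5-fold higher with RA and none lower, with Nrarp at 3.03-fold, Hes5 at 2.06-fold and Dll1 at a log2 difference of 0.96.

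Retinoid receptor genes differed by subtype. Rarg, a receptor of the early embryo, was 1.59-fold lower than in untreated EBs with bexarotene and 1.63-fold lower with RA, and Rxrg was 2.04-fold and 1.45-fold lower. Rarb, itself a target of RA, had log2 differences of 0.27 with bexarotene and -0.38 with RA. Rara, Rxra and Rxrb stayed inside the threshold with both ligands. In the neural crest list, Snai2 was 1.64-fold higher with bexarotene than with RA.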
